A study of Mus musculus with 4 samples. Its data were reported in "Complete male-to-female sex reversal in XY mice lacking the miR-17~92 cluster" (2024).

How the data were processed

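Gonads with the attached mesonephros were dissociated, fixed in methanol, rehydrated and profiled with the 10x Genomics 3′ chemistry. Per the labels and the study's methods, reads were aligned and counted by the authors with Cell Ranger against mm10, with a second exon of Sry added to the transcriptome. The deposited table holds raw UMI counts per gene and cell. The deposited annotation gives the sample, the cell type and, as percent of UMIs computed by the authors, the mitochondrial and beta globin content of each cell. Before deposit the authors removed XY cells by sample-specific limits on both percent values and by upper limits on UMIs and genes per cell. They filtered the XX sample by removing low-quality clusters instead, removed doublets with DoubletFinder, integrated the samples to cluster and name cells, and dropped 1 cluster. The integration changed names only, since all 126435795 nonzero values in the table were checked to be whole. The deepest XY cell held 29875 UMIs, whereas XX cells reached 154650, so the filters left the samples with different ranges of depth. No further cell was removed here except where stated.

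Groups were taken from the sample labels, and the ending of each cell name gave its sample and the same group as the annotation for all 52745 cells. The deposited names were kept for 13 cell types, 6 of them gonadal: pre-supporting cells, Sertoli cells, coelomic epithelium, interstitial progenitors, germ cells and supporting-like cells. Pre-supporting cells are deposited as bipotential progenitors, Sertoli cells as supporting cells and coelomic epithelium as epithelial cells. The match to the study's names was made from the share of Sertoli cells and from Sox9, and the other names were read accordingly. Since clusters were formed with genes that differ between groups, shares by name and by gene are not independent.

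With 1 sample per group no test across samples was possible. UMIs were summed per sample and cell type, as were UMIs over all cells of a sample. CPM is the sum of a gene divided by the total of all genes. Each sum carries an exact Poisson interval, each share of cells an exact Clopper-Pearson interval, and each log2 ratio an exact interval from the binomial distribution of its counts. The confidence level was 95% throughout. Log2 ratios used a prior count of 0.5. For a count of 0 the level that 3 counts would give is stated as what it allows. Comparisons were XY KO E11.5, XY KO E11.75 and the XX control, each over the XY control. The E11.75 comparison sets KO cells against a control of an earlier stage, so that stage and deletion are not separated in it. The XX comparison also differs in breeding, depth and filtering.

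Choices of comparisons, gene lists, fixed genes, naming rule, minimum counts and alternatives were made before the data were examined, except where the text says otherwise. There were 25 fixed genes, 15 of them genes of sex determination. Besides these, genes were named by size, as the 5 highest and 5 lowest log2 ratios of XY KO E11.5 over the XY control in pre-supporting cells among genes with at least 200 UMIs over both samples and the same sign in XY KO E11.75. For this the 126 mitochondrial, ribosomal protein and globin genes were left out.

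Gene positions and 3′ UTRs came from the GENCODE M21 annotation of mm10, in which 98.6% of the 21495 symbols were found. The longest annotated 3′ UTR per gene was searched for sites of the miR-17, miR-18, miR-19 and miR-92 seed families. An 8mer site pairs with bases 2 to 8 of the miRNA and has an A opposite base 1. Of 17340 genes with a 3′ UTR, 2204 had an 8mer site of any family and 5625 an 8mer or 7-base site. Lists for WNT signalling (99 genes), glycolysis (23), oxidative phosphorylation (87), known targets (41) and Sertoli markers (8) were written from general knowledge, and 17 of the WNT genes carried an 8mer site. Lists were tested on genes with at least 100 UMIs over both samples. The median log2 ratio of a list was set against 10000 random lists of the same size drawn from the same 20 expression bins, or, matched on 3′ UTR length too, from a grid of 10 by 10 bins. The difference between a list and the mean of its random lists and the percentile of the list are given.

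To compare shares of cells with a UMI, each cell was thinned at random to 3000 UMIs and shallower cells were left out. Alternatives were TMM factors from edgeR in place of total counts, totals without mitochondrial, ribosomal protein and globin genes and Gm42418, the mean of CPM over cells, a prior of 5, minimum counts of 50 and 500, single runs, other denominators, other sites, thinning to 2000 or 5000 UMIs, cells with at least 5000 UMIs only, and pre-supporting with Sertoli cells. Matching on 3′ UTR length in XY KO E11.75 was added after seeing the data.

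Further scans were made after seeing the data. In one, all words of 8 bases present in the 3′ UTRs of at least 30 tested genes were ranked by the log2 ratios of the genes that hold them, after removal of trends with expression and with 3′ UTR length and composition, and the sites of 16 other miRNA families were ranked beside them. In another, genes with at least 400 UMIs in mesonephros cells were placed in chromosomal order, and the median ratio was taken over windows of 11 genes and compared with 1000 shuffles of the order. Lists of 20 genes of the low oxygen response, 13 of them also as a list of their own, and of 21 imprinted genes other than H19 and Igf2 were also written at that stage. These lists were tested on cell types with enough counts.

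The intervals of ratios, the comparison of lists matched on expression, the scan of words and the scan along chromosomes were tested on simulated counts drawn from the means of the real libraries. For XY KO E11.5 over the XY control in pre-supporting cells, 95.0% of the intervals of 7910 genes held the simulated ratio, and all 200 changed genes had an interval on the simulated side. A shift of 0.1 given to the target list over 9442 genes was recovered as 0.090 at percentile 100.0, and without a shift the list stood at percentile 59.3 of 9444 genes. Apart from the changes given, both simulated libraries were drawn from the same pooled means with Poisson error only, as the intervals assume. They held no trend with 3′ UTR length, so how the list comparison behaves under such a trend was not tested. A word whose genes were raised ranked 1, and the same word with nothing raised ranked 33262. In mesonephros cells a lowered block filled all 11 genes of the lowest window over 10691 genes and was matched by 0 of 200 shuffles, against 3 of 200 with nothing lowered. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16. Bulk data and other assays of the study were not used here.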

Results

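Droplet-based single-cell RNA-seq was performed on gonads with the attached mesonephros from mouse embryos. There were 4 samples and 1 sample per group: XY control gonads at E11.5, XY miR-17~92 KO gonads at E11.5, XY KO gonads at E11.75 and XX control gonads at E11.5. The KO embryos carried a homozygous deletion of the miR-17~92 microRNA cluster. They were derived from edited embryonic stem cells by tetraploid complementation, in which the embryo proper grows from the stem cells. XY controls came from the unedited parental stem cell line, whereas XX controls came from breeding. Each sample was a pool of several pairs of gonads, so no group had replicates. Runs of a sample and cells are not replicates, and no p-value is given for any comparison. All intervals below are 95% intervals and cover counting error only.

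The table held raw counts of unique molecular identifiers (UMIs) for 21495 genes in 52745 cells, with 301219830 UMIs in total. The XY control had 23527 cells and 105192238 UMIs, with a median of 3893 UMIs per cell. The XY KO E11.5 sample had 17057 cells and 90233642 UMIs, with a median of 4763 per cell. The XY KO E11.75 sample had 8492 cells and 37841392 UMIs, with a median of 3921.5 per cell, and was the only one from 1 run. The XX control had 3669 cells and 67952558 UMIs, with a median of 15509 per cell. In the XX control 450 cells held at least 30000 UMIs and the deepest cell held 154650, whereas no cell of the 3 XY samples reached 30000. Mitochondrial genes took 4.32% of UMIs in the XY control, 4.52% in XY KO E11.5, 5.64% in XY KO E11.75 and 3.20% in the XX control. Gm42418, a non-coding gene that overlaps ribosomal RNA, was at 12001 CPM in XY KO E11.75, 4642 in the XY control, 4254 in XY KO E11.5 and 5228 in the XX control. Gonadal cell types held 7254, 4767, 3043 and 983 cells in the same order of samples.

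The deleted locus and sex-linked genes were read first, to check the sample labels. The miRNA cluster lies within the host gene Mir17hg (mm10, chromosome 14, 115042879 to 115046727, plus strand), and its 6 miRNA genes span 115043671 to 115044506. The host transcript extends 2221 bases beyond the last miRNA gene, so that its 3′ end can be counted in KO cells. Over all cells Mir17hg was at 19.8 CPM in the XY control (95% exact Poisson interval 18.98 to 20.7, 2085 UMIs) and at 18.2 CPM in the XX control (17.2 to 19.2, 1236 UMIs). It was at 155.8 CPM in XY KO E11.5 (153.2 to 158.4, 14059 UMIs) and at 161.1 CPM in XY KO E11.75 (157.1 to 165.2, 6097 UMIs). The RNA counted under this gene was therefore 7.86-fold higher (7.51 to 8.24) in XY KO E11.5 than in the XY control and 8.13-fold higher (7.73 to 8.55) in XY KO E11.75. These 3′-end counts do not measure the mature miRNAs or the deleted bases. The higher level separated both KO samples from both controls, as the labels do. In pre-supporting cells alone, the alternative that moved these values most, Mir17hg was at 9.39 CPM in the XY control, 99.02 in XY KO E11.5, 107.9 in XY KO E11.75 and 7.96 in the XX control.

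**Figure D1:**
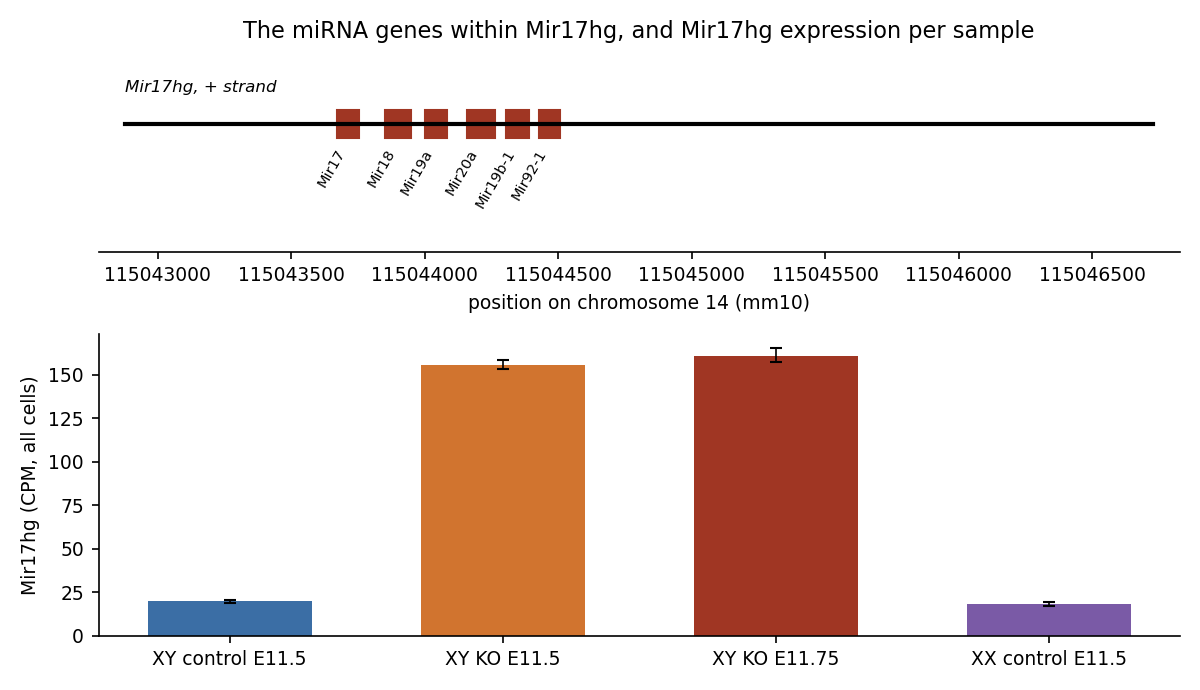
The map above shows Mir17hg and its 6 miRNA genes by position on chromosome 14 (mm10, bases), and the bars below give Mir17hg in CPM over all cells of each of the 4 samples, with exact 95% Poisson intervals. Both KO samples stood at 155.8 and 161.1 CPM, and both controls at 19.8 and 18.2 CPM.

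Xist was at 825.9 CPM (819.1 to 832.8) in the XX control and at 0.3898, 0.288 and 0.449 CPM in the XY control, XY KO E11.5 and XY KO E11.75. The Y-linked genes Ddx3y, Eif2s3y and Uty had 0 UMIs in the XX control, which allows up to 0.0441 CPM for each. Ddx3y was at 18.3 CPM in the XY control, 25.4 in XY KO E11.5 and 27.9 in XY KO E11.75. Kdm5d, another Y-linked gene, had 19 UMIs in the XY control, 230 in XY KO E11.5, 16 in XY KO E11.75 and 4 in the XX control.

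The first comparison asked whether Sertoli cells, the supporting cells of the testis, formed in KO gonads. Cell types were those the authors assigned, and shares were taken over the 6 gonadal cell types. Sertoli cells made up 752 of 7254 gonadal cells in the XY control, or 10.4% (exact Clopper-Pearson interval 9.67% to 11.1%). In XY KO E11.5 there were 24 among 4767 cells, or 0.504% (0.323% to 0.748%). In XY KO E11.75 there were 168 among 3043 cells, or 5.52% (4.74% to 6.39%). The XX control had 2 among 983 cells, or 0.203% (0.0246% to 0.733%). The interval of XY KO E11.5 overlapped that of the XX control. Any count of cells above 0 gives an interval above 0, so these intervals alone do not show that Sertoli cells were present. The alternative that moved the shares most used pre-supporting and Sertoli cells as the denominator and gave 31.4% in the XY control, 2.17% in XY KO E11.5 and 15.4% in XY KO E11.75. The assignment rests in part on genes that themselves differed between groups, Sox9 among them. A rule on expression alone was therefore applied as well, with at least 2 of 8 Sertoli markers detected after thinning cells to 3000 UMIs. Sox9 was among these markers, so that dependence remained in this rule. Over the gonadal cells it gave 14.3% in the XY control, 0.940% in XY KO E11.5, 6.50% in XY KO E11.75 and 0.821% in the XX control, with 1260, 407, 489 and 8 shallower cells left out. At the same depth it was met by 90.6% of the annotated Sertoli cells of the XY control (635 of 701, with 51 shallower cells left out) and by 95.9% without thinning. It was met by fewer of the annotated Sertoli cells of the KO samples, 45.8% (11 of 24, 25.6% to 67.2%) in XY KO E11.5 and 69.9% (114 of 163, 62.3% to 76.9%) in XY KO E11.75, and by 12.4% of the pre-supporting cells of the XY control. Mesonephros cells met it after thinning in 0.397% of cases in the XY control and 0.218% in XY KO E11.5. The shares were 0.441% in XY KO E11.75 and 0.0587% in the XX control. Sox9 in mesonephros cells ran from 45.8 CPM in the XY control to 71.9 CPM in XY KO E11.75. Mesonephros cells are therefore not a background free of the markers of this rule. In the XY control the median depths were 3573 UMIs per mesonephros cell and 5095.5 per Sertoli cell, and without thinning 0.809% of the mesonephros cells met it.

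The other gonadal cell types were present in all 4 samples. Pre-supporting cells made up 22.6% (21.7% to 23.6%) of gonadal cells in the XY control, 22.7% (21.6% to 23.96%) in XY KO E11.5, 30.4% (28.7% to 32.0%) in XY KO E11.75 and 35.8% (32.8% to 38.9%) in the XX control. Coelomic epithelium made up 30.5% of gonadal cells in the XY control, 37.8% in XY KO E11.5, 29.8% in XY KO E11.75 and 23.4% in the XX control. The shares of interstitial progenitors in the same order were 17.99%, 24.98%, 23.6% and 23.1%. Germ cells made up 7.67%, 3.46%, 5.00% and 8.55%, and supporting-like cells 10.8%, 10.5%, 5.72% and 8.95%. Shares within a sample sum to a whole, so that a lower share of 1 type raises the others.

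**Figure D2:**
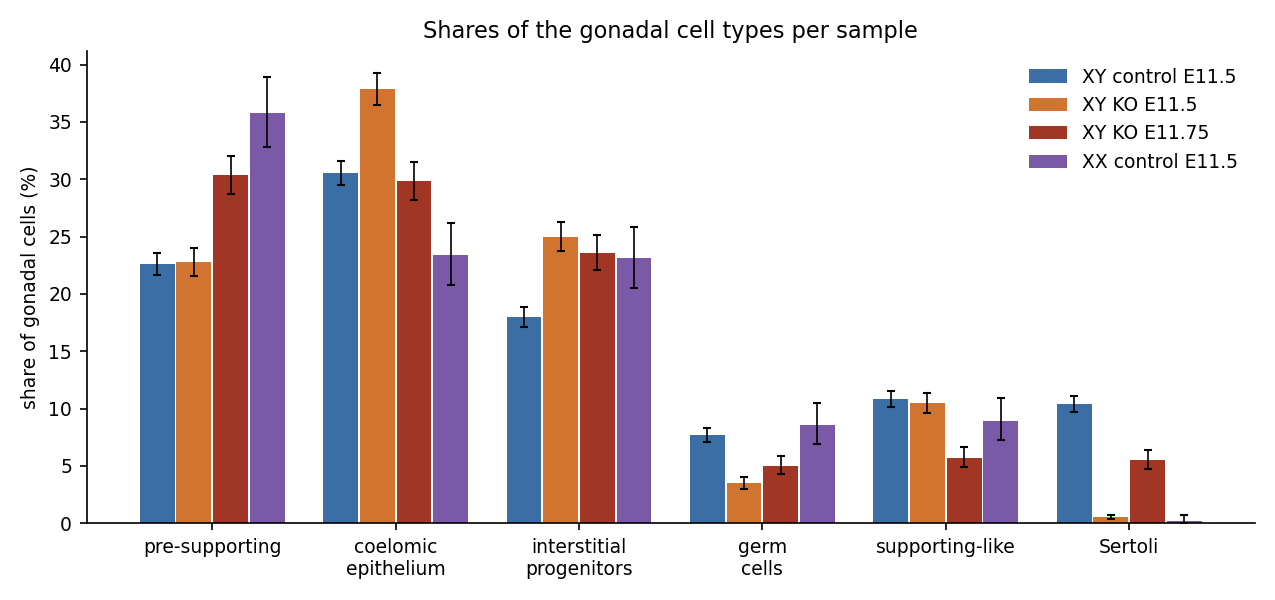
Each bar gives the share of a cell type (%) among the gonadal cells of a sample, with its exact Clopper-Pearson 95% interval, for 6 cell types on the horizontal axis and 4 samples by colour. Sertoli cells stood at 10.4% in the XY control, 0.504% in XY KO E11.5, 5.52% in XY KO E11.75 and 0.203% in the XX control.

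The next comparison asked how genes of sex determination differed in pre-supporting cells, the progenitors of the supporting lineage. UMIs of these cells were summed per sample, and each gene is given as the log2 ratio of CPM over the XY control. Scaling by total counts left the median gene at −0.09 in XY KO E11.5, 0.19 in XY KO E11.75 and −0.11 in the XX control, and the ratios below are read relative to these shifts. With TMM factors the 3 medians were −0.0039, −0.013 and −0.030.

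Sry (chromosome Y, 2662471 to 2663658) had 31 UMIs in XY KO E11.5 against 115 in the XY control, a log2 ratio of −1.49 (exact interval −2.13 to −0.92). In XY KO E11.75 it had 66 UMIs and a ratio of −0.016 (−0.48 to 0.43), so that no difference from the E11.5 control was detectable at this depth. The XX control had 0 Sry UMIs in these cells. Sox9 (chromosome 11, 112782224 to 112787760) was at 199.6 CPM in the XY control, 20.1 in XY KO E11.5, 88.0 in XY KO E11.75 and 9.29 in the XX control. The corresponding log2 ratios were −3.31 (−3.59 to −3.05), −1.18 (−1.34 to −1.02) and −4.42 (−4.81 to −4.06). Fgf9 followed Sox9 in direction, at −1.77 (−2.68 to −1.01), −1.78 (−2.84 to −0.93) and −2.90 (−4.24 to −1.92), from 16, 12 and 8 UMIs against 73. Merging Sertoli with pre-supporting cells moved this family most. Under it Amh went from −1.98 to −6.14 in the XX control, and Sox9 went from −3.31 to −3.78 in XY KO E11.5.

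Genes of the ovarian side were read next. Foxl2 (chromosome 9, 98955288 to 98958543) was at 10.2 CPM in the XY control, 13.4 in XY KO E11.5, 45.1 in XY KO E11.75 and 16.7 in the XX control. Its log2 ratio was 0.40 (−0.059 to 0.87) in XY KO E11.5, 2.15 (1.77 to 2.54) in XY KO E11.75 and 0.71 (0.29 to 1.15) in the XX control. Whether the interval in XY KO E11.5 held 0 depended on scaling, since with TMM factors it was 0.49 (0.030 to 0.96). Fst (chromosome 13, 114452290 to 114458951) was at −0.073 (−0.22 to 0.072) in XY KO E11.5, at 1.79 (1.67 to 1.90) in XY KO E11.75 and at 1.02 (0.90 to 1.14) in the XX control. With TMM factors the Fst ratio in XY KO E11.5 was 0.016 (−0.13 to 0.16). Wnt4 was higher in all 3 comparisons, at 0.40 (0.34 to 0.46), 0.48 (0.42 to 0.55) and 0.49 (0.43 to 0.55), and so was Rspo1, at 0.86, 0.58 and 0.39. Bmp2 was at 0.82 (0.59 to 1.05) and 2.18 (1.98 to 2.39) in the KO samples and at 0.23 (−0.022 to 0.48) in the XX control, or 0.30 (0.055 to 0.55) there with TMM factors. Among the 15 genes of sex determination TMM factors changed whether the interval held 0 for 2 in XY KO E11.5 (Foxl2 and Nr5a1), for 2 in the XX control (Bmp2 and Amh) and for 0 in XY KO E11.75. Neither Foxl2 nor Fst carried an 8mer site of the 4 seed families in its 3′ UTR, and each carried 1 site of 7 bases.

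Nr5a1 and Wt1, which act early in the bipotential gonad, went opposite ways in the KO samples. Nr5a1 was at −0.21 (−0.34 to −0.082) in XY KO E11.5 and at 0.42 (0.30 to 0.54) in XY KO E11.75, and Wt1 at −0.23 (−0.30 to −0.16) and 0.36 (0.30 to 0.43). Merging Sertoli with pre-supporting cells left Nr5a1 at 0.0044 in XY KO E11.75. Gadd45g was at −0.19 and −0.67 in the KO samples and at 0.21 in the XX control. Ldhb, which encodes a lactate dehydrogenase subunit, was at −1.11 (−1.14 to −1.08) and −1.49 (−1.52 to −1.45) in the KO samples and at 0.15 in the XX control. Amh, Dhh, Ptgds and Sox8 had between 2 and 44 UMIs per sample in the XY samples, and all of their intervals in the KO samples included 0.

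**Figure D3:**
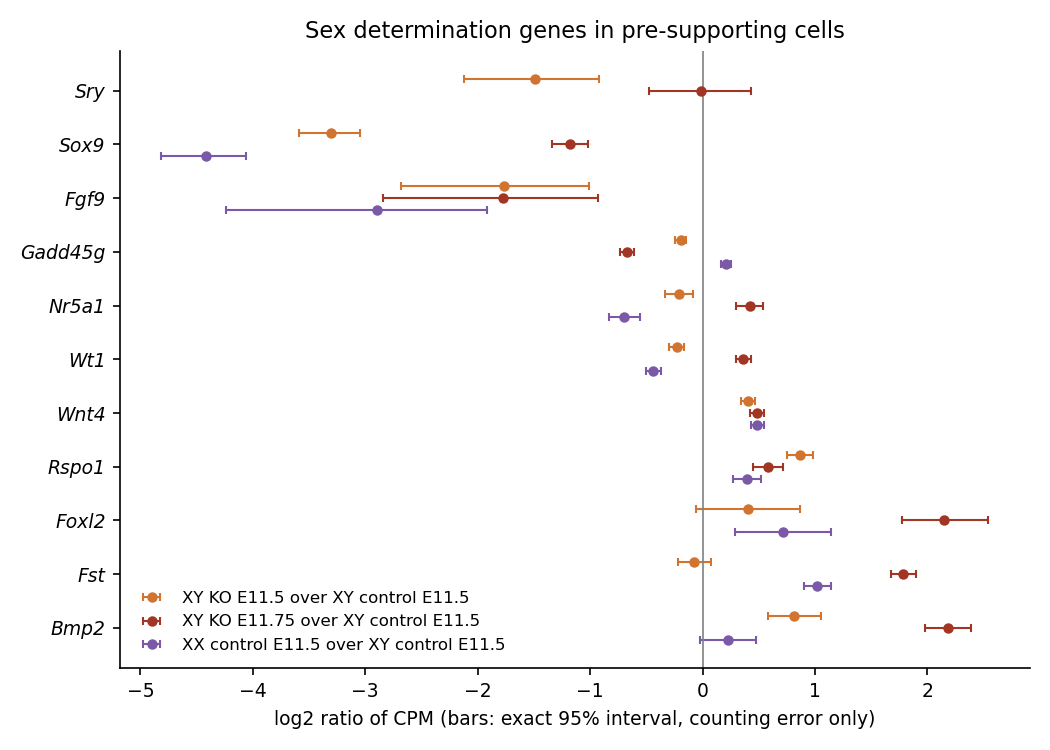
Points give the log2 ratio of CPM over the XY control in pre-supporting cells for 11 genes of sex determination, by comparison in colour, with exact 95% intervals for counting error as bars; Sry in the XX control had 0 UMIs and is not drawn. Sox9 stood between −4.42 and −1.18 in all 3 comparisons, whereas Foxl2 stood at 2.15 in XY KO E11.75 and at 0.40 in XY KO E11.5.

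Genes were also named by size alone, as the 5 highest and 5 lowest log2 ratios of XY KO E11.5 over the XY control among genes with the same sign at E11.75. The pool held 7795 genes with at least 200 UMIs, and 4003 of them had the same sign in both KO samples. Since scaling shifted these samples in opposite directions, signs were also taken relative to the median gene, which gave 4308 genes. Unchanged libraries simulated against this shared control gave a median of 4918 in the same way (4773 to 5001 over 100 simulations), so a shared sign in both KO samples is not by itself evidence of a change. The highest were Mir17hg at 3.39, Cst12 (chromosome 2, 148789361 to 148793546) at 2.83, the non-coding 2610028E06Rik at 2.37, Lrrn1 at 1.79 and Mylip at 1.67. Their ratios in XY KO E11.75 were 3.51, 2.72, 1.86, 3.29 and 1.85. In the XX control all 5 were negative, but only the interval of 2610028E06Rik (−1.71 to −0.36) excluded 0. Mylip (chromosome 13, 45389742 to 45412022) carried 8mer sites of the miR-19 and miR-92 families in its 3′ UTR, and Cst12 and Lrrn1 carried none of any family. The lowest were H19 (chromosome 7, 142575529 to 142578143) at −6.53 (−7.11 to −6.04), Spry4 at −3.34 (−4.24 to −2.62), Sox9 at −3.31, Cav1 at −3.23 (−4.11 to −2.54) and the antisense gene Gm28085 at −3.11 (−3.63 to −2.66). Their ratios in XY KO E11.75 were −7.16, −0.60, −1.18, −1.998 and −4.30. Spry4, Sox9 and Cav1 were also lower in the XX control, at −3.70, −4.42 and −0.90, whereas H19 and Gm28085 were higher there, at 1.08 and 0.74. The choice rested on the minimum count: with at least 500 UMIs only 3 of the 10 genes remained, and with at least 100 UMIs 4 did.

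The next comparison asked whether predicted targets of the cluster were higher in KO cells, as a loss of repression would have it. Targets were genes with an 8mer site of any of the 4 seed families in the 3′ UTR. In pre-supporting cells of XY KO E11.5 the 1401 targets had a median log2 ratio of −0.098, against −0.095 on average for 10000 random lists of the same size matched on expression. This difference of −0.0036 stood at percentile 32.5 of the random lists. Percentiles here describe these libraries only. The targets therefore did not stand above other genes in this comparison. Replacing the sample by XY KO E11.75 moved the difference most, to 0.18, with no random list higher. The measure depended on 3′ UTR length. Across genes, which are not independent replicates, Spearman's rho between 3′ UTR length and the log2 ratio was −0.12 in XY KO E11.5, 0.40 in XY KO E11.75, −0.23 in the XX control and 0.076 between the runs of the XY control. When random lists were matched on 3′ UTR length as well, the difference in XY KO E11.5 was 0.017 (percentile 98.7), and in XY KO E11.75, an alternative chosen after seeing the data, it was 0.050, with no random list higher. The same targets in the XX control, which carries no deletion, stood at −0.045 (percentile 0) with matching on expression and at −0.00075 (percentile 47.8) with matching on length too. Between the runs of the XY control they stood at −0.00042 (percentile 47.6). Adding sites of 7 bases gave 3455 targets and a difference of −0.012 (percentile 0.195), without matching on length. The 35 tested genes of a list of targets written from general knowledge gave −0.0097 (percentile 43.3).

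In other gonadal cell types the same measure in XY KO E11.5, matched on expression alone, was 0.020 in coelomic epithelium (percentile 99.9), 0.0034 in interstitial progenitors (percentile 65.0), 0.046 in germ cells (no random list higher) and 0.020 in supporting-like cells (percentile 98.4). With matching on 3′ UTR length it was 0.042, 0.036, 0.035 and 0.044, with no random list higher. Sertoli cells were not tested because XY KO E11.5 had only 24. The shifts were small. The share of targets with a ratio above that of the median gene was 53.5% in coelomic epithelium and 49.4% in interstitial progenitors. It was 59.3% in germ cells and 51.3% in supporting-like cells.

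The WNT pathway list and lists of energy metabolism were tested in the same way in pre-supporting cells. The 65 tested WNT genes stood at 0.037 relative to random lists in XY KO E11.5 (percentile 82.1), within the central 95%. In XY KO E11.75 the 66 tested stood at 0.29 (no random list higher), and in the XX control 65 stood at −0.12 (percentile 0.540). Glycolysis genes (21 tested) stood at 0.50 in XY KO E11.5 (no random list higher), at −0.22 in XY KO E11.75 (percentile 5.73) and, with 20 tested, at −0.065 in the XX control (percentile 16.0). Oxidative phosphorylation genes (85 tested) stood at −0.066 in XY KO E11.5 (percentile 0.965), at −0.39 in XY KO E11.75 (percentile 0) and at 0.060 in the XX control (percentile 98.8). Matching on 3′ UTR length moved this family most, bringing oxidative phosphorylation in XY KO E11.75 to −0.17.

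**Figure D4:**
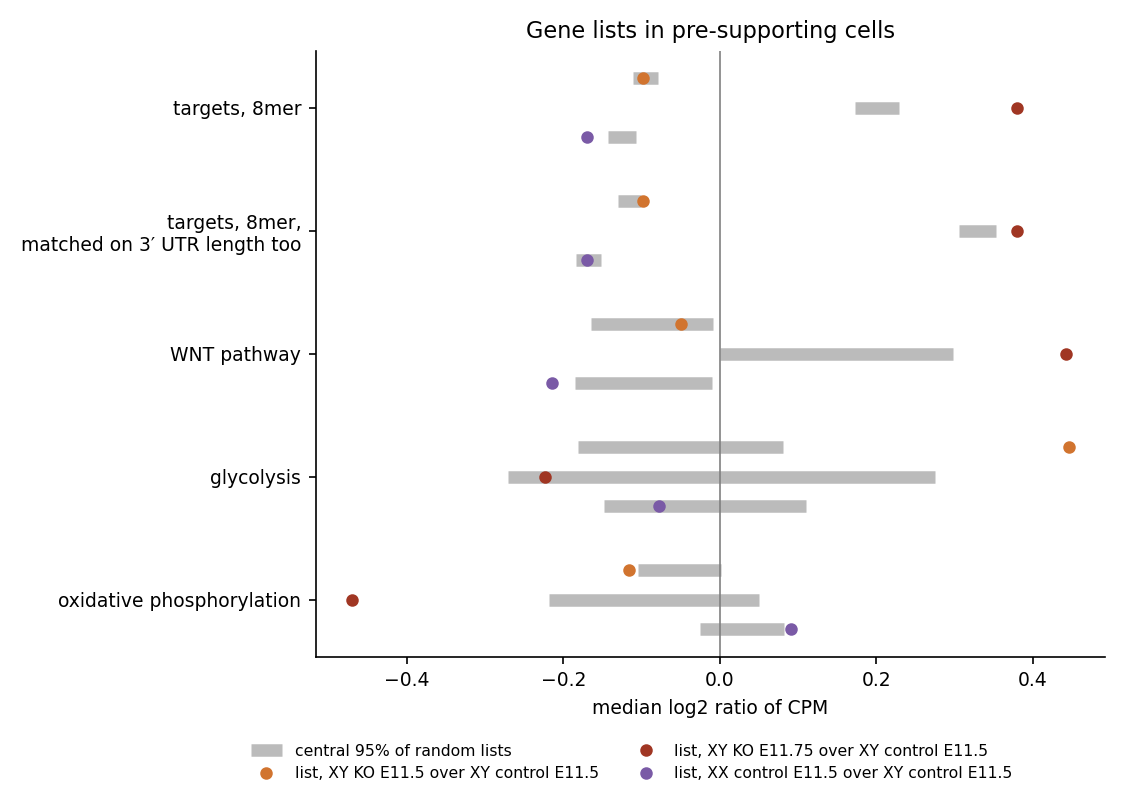
Points give the median log2 ratio of CPM over the XY control of each gene list in pre-supporting cells, by comparison in colour, and grey bars give the central 95% of 10000 random lists of the same size. The targets of XY KO E11.5 lay within the bar when matched on expression, and glycolysis genes of the same sample lay at 0.45, above a bar that ended at 0.080.

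The last comparison asked whether proliferation differed. Mki67, a gene of cycling cells, was detected in 20.2% of gonadal cells of the XY control after thinning to 3000 UMIs (1209 of 5994 cells, 19.2% to 21.2%, 1260 shallower cells left out). The share was 18.2% in XY KO E11.5 (17.1% to 19.4%, 407 left out), 23.1% in XY KO E11.75 (21.5% to 24.8%, 489 left out) and 14.6% in the XX control (12.4% to 16.9%, 8 left out). Without thinning the shares were 28.5%, 26.2%, 29.0% and 37.2%, at median depths of 4382, 4889, 4406 and 16946 UMIs per gonadal cell, and the change in the XX control was the largest of any alternative. As a ceiling for background, Mki67 was detected after thinning in 7.36% of pre-supporting cells of the XY control, in 7.48% of those of XY KO E11.5, in 8.18% at E11.75 and in 5.44% in the XX control, at median depths of 4522, 5349, 4661 and 17498.5 UMIs. Summed over gonadal cells, Mki67 was at 105.9 CPM in the XY control, 97.3 in XY KO E11.5, 147.1 in XY KO E11.75 and 80.8 in the XX control. The log2 ratios were −0.12 (−0.19 to −0.049), 0.47 (0.40 to 0.55) and −0.39 (−0.47 to −0.31). Top2a was at −0.17 (−0.21 to −0.13) in XY KO E11.5 and at 0.097 (0.049 to 0.14) in XY KO E11.75. These shares and levels move with the mix of cell types in a sample. Within pre-supporting cells the Mki67 ratios were −0.012 (−0.31 to 0.28) and 0.26 (−0.054 to 0.56), and no difference was detectable at this depth. In coelomic epithelium, the most numerous gonadal type of the XY control, Mki67 was detected after thinning in 38.8% of cells of the XY control (36.6% to 41.1%), 32.6% in XY KO E11.5 (30.3% to 34.9%), 49.4% in XY KO E11.75 (45.8% to 52.9%) and 34.1% in the XX control (27.9% to 40.6%), with 354, 136, 132 and 1 shallower cells left out. The KO samples thus also differed from the XY control within this cell type. In mesonephros cells the shares were 33.9%, 29.8%, 40.4% and 26.2%, with 3572, 1053, 1595 and 11 left out. In supporting-like cells the shares were 9.09% (6.76% to 11.9%) in the XY control and 7.31% (5.05% to 10.2%) in XY KO E11.5. They were 3.55% (1.16% to 8.08%, 5 of 141 cells) in XY KO E11.75 and 2.33% (0.283% to 8.15%) in the XX control. Shallower cells left out numbered 268, 61, 33 and 2. The value at E11.75 was lower here, but its interval overlapped that of the XY control.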

Values the study reported

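The study reported that Sertoli cells made up 5.52% in XY miR-17~92 KO gonads at E11.75 and 10.37% in XY control gonads at E11.5. After filtering it listed 23527 cells for the XY control, 8492 for XY KO at E11.5, 17057 for XY KO at E11.75 and 3669 for the XX control. Among genes it called changed in KO pre-supporting cells, 52 WNT pathway genes were higher and 7 lower.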

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

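The removal of trends and the comparisons by cell type were chosen after the results were seen, whereas TMM factors and the merging of Sertoli with pre-supporting cells were chosen before. The differences between both KO samples were not themselves tested, since each group had a single sample.

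Nr5a1 and Wt1 stood out because they moved in opposite directions in the 2 KO samples against the same XY control. In pre-supporting cells Nr5a1 was at −0.21 in XY KO E11.5 and at 0.42 in XY KO E11.75, and Wt1 at −0.23 and 0.36, as log2 ratios. The all-gene medians also lay on opposite sides of 0 in these samples, at −0.09 and 0.19. With TMM factors, which remove these shifts, Nr5a1 was at −0.12 with an interval that reached 0 (−0.25 to 0.0062) and at 0.22 (0.10 to 0.34). Wt1 was at −0.14 (−0.21 to −0.075) and 0.16 (0.10 to 0.23). Removal of trends with expression and with 3′ UTR length and composition left Nr5a1 at −0.19 and 0.38, and Wt1 at −0.19 and 0.42, which argues against these library-wide trends as the whole cause. By cell type, relative to the median gene and with at least 30 UMIs, the interval of Nr5a1 lay above 0 in XY KO E11.75 in 3 of 10 cell types (pre-supporting cells, coelomic epithelium and interstitial progenitors) and below 0 in 1, the Sertoli cells, at −0.56. In XY KO E11.5 it lay below 0 in 6 of 10. The interval of Wt1 lay above 0 in 9 of 13 cell types and below in 1 in XY KO E11.75, and below 0 in 8 of 13 in XY KO E11.5. In the XX control, which carries no deletion, Nr5a1 was at −0.69 and Wt1 at −0.44 in pre-supporting cells, further below the XY control than in XY KO E11.5, and their intervals lay below 0 in 8 of 9 and 10 of 13 cell types. A level below the XY control at E11.5 was thus also seen without the deletion. Both ratios share the same XY control library, so a high level in that library cannot be told apart from a low level in both samples. Stage remains an open biological explanation, because no control of E11.75 was analysed here. So does the makeup of the pre-supporting cells for Nr5a1: with Sertoli cells merged in, Nr5a1 in XY KO E11.75 fell to 0.0044. A shift of cells between both names could thus account for part of the Nr5a1 value at E11.75. In Sertoli cells alone, relative to the median gene, Nr5a1 was lower in XY KO E11.5 too, at −0.72 (−1.33 to −0.21). Wt1 in Sertoli cells was at −0.50 (−0.89 to −0.15) in XY KO E11.5 and at 0.29 (0.18 to 0.40) in XY KO E11.75. Wt1 thus moved in opposite directions under both names. With 1 library per stage, stage and library cannot be separated here.

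Gm42418 was at −0.17 in XY KO E11.5 and at 1.31 in XY KO E11.75, again in opposite directions. This gene overlaps ribosomal RNA, and its counts depend on how much of that RNA enters a library. It was higher in XY KO E11.75 in 13 of 13 cell types, which is consistent with ribosomal RNA carried into that library as a whole. It was also higher in the XX control in 12 of 13 cell types, at 0.28 in pre-supporting cells. No biological explanation was tested for it.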

How the results depend on the processing

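Each of 128 results was recomputed under alternatives, 587 in all, 1 choice at a time; matching on 3′ UTR length in XY KO E11.75 was chosen after seeing the data and the other alternatives before. No paired analysis was possible because each group had 1 sample and no result came from a test. Of the alternatives to the main results of each comparison, 121 left the value within its own interval and 67 moved it outside. No cause was tested beyond what the construction of an alternative shows. Among the remaining values 290 stayed, 108 moved, and 1 whose interval had excluded 0 changed sign. Values with an interval that held 0 could change sign without being counted so.

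Shares follow their denominator by construction. Over all cells of the sample, pre-supporting cells were 6.98% in the XY control, 6.36% in XY KO E11.5, 10.9% in XY KO E11.75 and 9.59% in the XX control, and Sertoli cells were 3.20%, 0.141% and 1.98% in the XY samples. Over the supporting lineage Sertoli cells were 31.4%, 2.17% and 15.4%. Among cells with at least 5000 UMIs pre-supporting cells were 28.7% in XY KO E11.5 and 34.1% in XY KO E11.75, and Sertoli cells were 14.4%, 0.794% and 10.1% in the XY samples. By at least 2 markers at 3000 UMIs Sertoli cells were 14.3%, 0.940%, 6.50% and 0.821%. Under every one of these the order XY control, XY KO E11.75, XY KO E11.5 held for Sertoli cells.

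With Sertoli cells merged into the pre-supporting cells, Sox9 was at −3.78 in XY KO E11.5, and Foxl2 at 0.98 in XY KO E11.5 and 2.61 in XY KO E11.75. With run 1 of each sample alone, Sox9 in XY KO E11.5 was at −3.62, and with TMM factors Sox9 in XY KO E11.75 was at −1.38. For Sry all 16 alternatives stayed within the interval. Amh in the XX control changed sign with thinning to 3000 UMIs, from −1.98 to 0.20. It rested on 2 UMIs against 11, and the cause was not tested. In pre-supporting cells Mir17hg was at 9.39 CPM in the XY control, 99.02 in XY KO E11.5, 107.9 in XY KO E11.75 and 7.96 in the XX control, and Xist at 664.3 in the XX control. Of the 10 genes named by size, 4 were named again with at least 100 UMIs and 3 with at least 500, where the pool of genes itself differs.

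For the targets in pre-supporting cells of XY KO E11.5, miR-18 sites alone gave 0.022 and matching on 3′ UTR length 0.017. XY KO E11.75 gave 0.18, pooling both KO samples 0.082, and E11.75 with matching on length 0.050. The sign of the main value, −0.0036, therefore depended on these choices. Matching on length raised XY KO E11.5 to 0.042 in coelomic epithelium, 0.036 in interstitial progenitors and 0.044 in supporting-like cells. XY KO E11.75 gave 0.17, 0.20, 0.15 and 0.19 in coelomic epithelium, interstitial progenitors, germ cells and supporting-like cells, and with matching on length 0.057 in coelomic epithelium, 0.067 in interstitial progenitors and 0.038 in supporting-like cells. Oxidative phosphorylation in XY KO E11.75 was at −0.17 with matching on length. All 14 alternatives for each of the WNT and glycolysis lists stayed. A change of scaling, as with TMM factors, shifts a list and its random lists alike. Alternatives that changed only the scaling therefore stayed by construction, for these and the other lists.

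For Mki67, in the order XY control, XY KO E11.5, XY KO E11.75 and XX control, shares were 28.5%, 26.2%, 29.0% and 37.2% without thinning, 14.7%, 12.6%, 17.3% and 10.6% at 2000 UMIs and 34.7%, 30.2%, 36.5% and 20.3% at 5000 UMIs. They were 7.36%, 7.48%, 8.18% and 5.44% in pre-supporting cells alone, and 36.8%, 30.8%, 35.4% and 29.95% for Top2a. Shares follow the depth by construction. Depth limits the genes with few UMIs, such as Sry with 31 in XY KO E11.5, and the shares that rest on 24 and 2 Sertoli cells.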

Other observations

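The tests of seed sites in pre-supporting cells, of H19 by cell type and of Igf2 were written before their results were seen, whereas the other tests in this part, and the patterns they concern, were chosen after.

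The deposited table held 17057 cells of XY KO E11.5 and 8492 cells of XY KO E11.75. The first is higher and the second lower than the values quoted from the study above, which lists the same numbers with the stages exchanged, although its Sertoli share at E11.75 is the one found here in the smaller KO sample.

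Whether the targets of the cluster were higher in pre-supporting cells of XY KO E11.5 depended on how 3′ UTR length was handled. The main comparison placed them among random lists, and matching on length raised them to percentile 98.7. Across genes log2 ratios fell with 3′ UTR length in this sample (Spearman's rho −0.12), and random lists matched on length averaged −0.12 against −0.095 without, so genes as long as the targets stood lower. The median of the targets themselves was the same in both settings, so the whole rise came from this fall of the random lists. Any rise on matching requires such a fall, so it cannot test a length bias as the source. Of the 4 seed sites, only 1, that of miR-19, met the test written beforehand and was within the highest 1% of all 8-base words by the ratios of the genes that hold them (rank 20 of 60120). The others ranked 1332, 1856 and 1863, outside that limit. The mean score of the 4 was then compared with 10000 random sets of 4 words held by like numbers of genes. It was reached by 0 sets in XY KO E11.5, which argues against a chance placement, by 0 in XY KO E11.75, by 8989 in the XX control and by 8569 between the runs of the XY control. These values are consistent with a small loss of repression in these cells, as a hypothesis, because the joint comparison was chosen after the ranks were seen.

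A scan of all 8-base words was extended to 7 cell types. In XY KO E11.5 the number of the 4 sites within the highest 1% of words was 1 in pre-supporting cells, 4 in coelomic epithelium, 3 in interstitial progenitors, 3 in germ cells, 4 in supporting-like cells, 3 in mesonephros and 2 in endothelial cells. In mesonephros, the most numerous cells, the sites of miR-19 and miR-17 ranked 1 and 2 of 62155 words, and those of miR-18 and miR-92 ranked 416 and 1795. Between the runs of the XY control, and in the XX control over the XY control, none of the 4 was within the highest 1% in any of the 7 cell types. In XY KO E11.5 none of the sites of 16 other miRNA families was either, the best being at 1.201% in pre-supporting cells and at 11.6% in mesonephros. The Pumilio word, which marks a library-wide trend in other comparisons, ranked at 99.97% of the list in mesonephros of XY KO E11.5, that is, near its bottom, which argues against such a trend as the source. The pattern in mesonephros, and the 3 sites in interstitial progenitors, are consistent with a loss of repression by the deleted miRNAs beyond the supporting lineage. Against the XX control in place of the XY control, XY KO E11.5 had 3, 4, 3, 3, 1, 4 and 3 of the sites within the highest 1% in the same order of cell types, though there 0 to 2 of the 16 other families were as well. The counts of all 7 cell types had been seen when interstitial progenitors were taken as the test, so this is a hypothesis. Words can also move without a deletion, since in the XX control the miR-92 site ranked last of 62016 words in mesonephros.

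In XY KO E11.75 all 4 sites were within the highest 1% of words in mesonephros too, but the Pumilio word ranked first, at 0.00161%, and 3 of the 16 other families were within the highest 1%. The Pumilio word also ranked 1 of 61726 between the runs of the XY control, where no biology differs. A library-wide shift of mRNAs with particular 3′ UTRs may therefore account for part of the rise of targets in XY KO E11.75, and the size of that rise is not taken as a measure of repression. Stage remains an open explanation as well.

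In both KO samples neighbouring genes on chromosome 7 were lower together. Along 11362 genes in chromosomal order in mesonephros cells, the lowest window shared by both KO samples ran from Erf to Tgfb1 (25242561 to 25705077) with a median log2 ratio of −0.85, and 0 of 1000 shuffles of the gene order gave a window as low. The most extreme shuffle reached −0.26. A block was then drawn, after seeing the ratios, from Cic to Hnrnpul1 (25267704 to 25754757). Its median was −1.01 in mesonephros of XY KO E11.5 and −0.90 in XY KO E11.75. It was below −0.3 in both KO samples in 11 of 11 cell types tested in both, which argues against a different mix of cell types, and the value closest to 0 was −0.77. In the XX control the block stood at −0.0052, so that a change in the XY control alone is unlikely. The genes on either side, Erf and Axl, were at 0.025 and −0.22 in XY KO E11.5. A candidate explanation is the loss of a copy of this segment in the edited stem cell clone, which would lower its genes by about 1 on the log2 scale. This cannot be told apart from a local change in transcription, since no DNA was measured and all KO embryos analysed here trace to edited cells.

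On chromosome 18 neighbouring genes were higher in both KO samples. The highest shared window ran from Gramd3 to Iigp1 (56400337 to 60392634) at 0.43, with 0 of 1000 shuffles as high and 0.29 as the highest of these. For a block from Prrc1 to Adamts19 (57354741 to 59054060), again drawn after seeing the ratios, the median in mesonephros was 0.83 in XY KO E11.5 and 1.05 in XY KO E11.75, and 0.015 in the XX control, so that a change in the XY control alone is unlikely. It was above 0.3 in both KO samples in 10 of 11 cell types, which argues against a different mix of cell types. The exception was Sertoli cells of XY KO E11.5, at 0.20 from 24 cells. Outside mesonephros and mesonephric tubules these medians rested on only 4 or 5 genes of the block. In XY KO E11.5 alone the highest window ran from Zfp608 to Adamts19 at 0.59, against 0.53 as the highest of the shuffles. In XY KO E11.75 alone it lay elsewhere on this chromosome, from Hars to Pcdhb22 at 0.94. The flanking genes C330018D20Rik and Iigp1 were at 0.53 and 0.43 in XY KO E11.5 and at 0.042 and 0.55 in XY KO E11.75, and Iigp1 was at 0.42 in the XX control, so the block had no sharp edges. In the XX control the block ran from −0.32 to 0.015 apart from Sertoli cells, of which it had 2. A gain of copies in the clone at 0.83 cannot be told apart from a local change in transcription, since no DNA was measured. The XX control itself had a window as unusual, in the histone cluster of chromosome 13 at 0.95, so windows of this kind also arise without a deletion.

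H19, a non-coding RNA made from the maternal chromosome 7, was nearly absent from both KO samples. Over all cells it was at 667.2 CPM in the XY control, 11.6 in XY KO E11.5 (upper limit 12.3), 4.39 in XY KO E11.75 and 1011 in the XX control, where it was higher in 10 of 13 cell types. The upper limit of 12.3 CPM argues against low depth. H19 was lower in XY KO E11.5 in 13 of 13 cell types, which argues against the loss of a single cell type that expresses it. Igf2, its paternally expressed neighbour, was higher in XY KO E11.5 in 10 of 12 cell types, with a median of 0.63, and in XY KO E11.75 in 9 of 12, with a median of 0.80. In the XX control it was lower in 6 of 12. A rise of Igf2 beside a loss of H19 is what a gain of methylation on the maternal allele of their shared control region would give, and these values are consistent with it, but methylation was not measured here. The test as written looked for a rise of about 1 on the log2 scale, and both medians fell short of it. Among 21 other imprinted genes in mesonephros, ratios ran from −0.36 (Kcnq1ot1) to 0.74 (Dlk1) in XY KO E11.5 and from −1.01 (Snrpn) to 1.03 (Meg3) in XY KO E11.75, where Mirg, Kcnq1ot1 and Dlk1 were at 0.95, 0.87 and 0.72. None came near the median of −6.53 for H19. A lost imprint can also raise a gene, so genes more than 0.5 from the median gene either way were counted. In XY KO E11.5 they were 2 of 21, with 0.766 expected from random lists matched on expression (0 to 3), which argues against a loss of control at many imprinted loci in that sample. In XY KO E11.75 they were 8 of 21, and random lists gave 7.42 (3 to 12). A loss of control at many loci in XY KO E11.75 cannot be told apart from the wider spread of all genes in that library. Whether the change stems from the deletion or from the history of the stem cell clone was not tested, because all KO embryos analysed here are of this origin. The study also made KO mice with Cre, and data from them were not used here.

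Mir17hg was higher in both KO samples, in 13 of 13 cell types of XY KO E11.5, with log2 ratios from 1.58 to 3.80. Gpc5, which starts 45487 bases downstream, was higher as well, at 0.78 (0.54 to 1.03) in XY KO E11.5 and 1.34 (1.07 to 1.62) in XY KO E11.75, and Gpc6 beyond it was at 0.071 and 0.24. An activation of the neighbourhood, read-through from Mir17hg, or a more stable host transcript once the miRNA hairpins are no longer cut from it cannot be told apart from these counts, since only 3′ ends were sequenced and Gpc5 rested on 230 to 340 UMIs in the E11.5 XY samples.

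The rise of glycolysis genes in pre-supporting cells of XY KO E11.5 was not confined to the supporting lineage, since the list lay above the central 95% of random lists in 12 of 13 cell types, where it exceeded the mean of the random lists by 0.14 to 0.60. In XY KO E11.75 it did so in 0 of 12 and in the XX control in 0 of 12. A list of 20 genes of the low oxygen response lay above random lists in 9 of 11 cell types of XY KO E11.5. That list was written when some of its genes had been seen to be higher, so these and those that act on glycolysis were left out. The 13 that were left still lay above in 8 of 12 cell types, against 1 of 11 in XY KO E11.75 and 0 of 11 in the XX control. A low oxygen response in the whole sample may therefore underlie the rise. It could come from the handling of the tissue or from the embryos, and nothing in this design separates these.

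Foxl2 was present in the annotated Sertoli cells of XY KO E11.75, at 30.2 CPM (20.5 to 42.9, 31 UMIs), against 0.722 CPM (0.149 to 2.11, 3 UMIs) in those of the XY control. The highest level among germ, endothelial and mesonephros cells of the same sample was 0.894 CPM, which argues against free RNA in the droplets. Fst was at 36.1% of its level in pre-supporting cells and Foxl2 at 67.0%. Over 78 genes of pre-supporting cells the median share of pre-supporting RNA needed to give their level in the Sertoli cells was 42.1% (quartiles 25.1% and 53.9%), and Foxl2 needed 66.4% with a lower limit of 44.6%. Bmp2 needed only 5.34%, so a uniform admixture would not give every gene. Pre-supporting cells or doublets with them among the cells named Sertoli, as the source of all or part of the Foxl2 level, cannot be told apart from cells that express genes of both sides, because the shares of the genes overlap what Foxl2 needs and the names come from clusters. In single cells of the supporting lineage thinned to 3000 UMIs, Sox9 and Foxl2 were detected together in 26 cells of XY KO E11.75, and 24.2 would be met if they were independent (16 to 32 over random pairings). In the XY control 5 cells had both against 15.1 (10 to 21), so that they tended to exclude each other there. The numbers of shallower cells left out were 98 and 224, and without thinning 56 cells against 50.4 and 14 against 32.2 had both.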
